A study of Mus musculus with 12 samples.

How the data were processed

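Frozen livers were the source of total RNA, which was extracted with TRIzol and made into Illumina libraries by the NEBNext method. The submitters' notes name CASAVA, STAR and DESeq2, whose versions and settings are not given in the sources used here. The genome build is not given in the sources used here either. The deposited table holds the authors' raw read counts for 35275 genes in each of the 12 libraries, with a chromosome, start and end for every gene. Of its gene identifiers 34490 were found in GENCODE M21, which is on GRCm38, and 24919 of those (72.2%) had the same chromosome, start and end there. Gene positions below are those of the deposited table. There, 27 gene symbols had been turned into dates and were restored from the gene identifier.

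A second deposited table lists the authors' comparison of the diets, with counts, FPKM, group means, log2 fold changes and p-values. Its counts equal the first table's in all 27828 values compared. The authors' FPKM were recomputed from these counts, the listed gene lengths and the library totals to within a relative difference of 4.97e-12. The authors' signal per group is a mean of normalized counts. The authors' log2 fold changes are of norUDCA over chow, and their p-value columns hold a raw and an adjusted p, the largest adjusted value being 0.0500. Further deposited tables give log2 fold changes, adjusted p-values and a ratio (fold change) for Slc and Slco genes in a group named KF, which the labels do not define.

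The main test was edgeR's quasi-likelihood F test (edgeR 4.0.16, R 4.3.3) of norUDCA against chow, 6 libraries each, with no covariate. Scaling was by TMM, which sets library factors so that most genes keep their ratio between libraries. Genes with too few counts were removed by filterByExpr, which left 12378 genes. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. Abundance is given as CPM, each gene's counts scaled to a common library size with the TMM factors, as mean ± SD of the libraries, and log2 fold changes are given with the standard error (SE) of the fit. The pipeline was tested on simulated counts of 12378 genes in 6 and 6 libraries. Of these genes 67 were changed 1.5-fold, 67 others 2-fold and 66 others 4-fold. Of the changed genes 33 (49.3%), 49 (73.1%) and 61 (92.4%) were recovered, and 6 of 12178 unchanged genes were called. The simulation drew genes independently and changed 200, fewer than were called in the data, so these rates need not hold there.

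Gene lists, 46 in all, were tested with camera (limma 3.58.1) at a preset inter-gene correlation of 0.01, over the 41 lists with at least 5 tested members. The same test with an estimated correlation and the rotation test fry were run beside it. Of 20 simulated lists, camera at the preset correlation called all 3 that were moved 1.5-fold and 1 that was not moved. The simulation was set to stop unless all 3 were called, so their recovery says little. Its genes were drawn independently, so the rate of false calls need not hold for lists of correlated genes. Member counts of a list are given over all genes tested and adjusted over the list alone.

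The lists, the tests of the comparison, its alternatives and the rule for naming genes were fixed before the data were examined. Thinning all libraries to the same depth was added later, and most tests of explanations were chosen after the results were seen. A further alternative without chow 2 and chow 7 was run after the data were seen and dropped, because it picked libraries by their measured acute-phase expression. The rule took 3 kinds of genes. The first were the 10 genes with the highest and the 10 with the lowest log2 fold change among called genes with a mean of at least 1 CPM and no overlap between the groups, leaving out provisional symbols. The second were up to 4 members with the smallest p of each list described. The third were 14 bile acid and drug metabolism genes named whatever their values. Of the genes the rule took, 1 is not reported here. Other members are named where a count is small, and those were chosen after their values were seen. Alternatives also used DESeq2 1.42.0 and sva 3.50.0. Differences between diets in library measures were tested with two-sided exact permutation tests over the 924 regroupings of the libraries.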

Results

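Liver RNA was sequenced from male C57Bl/6J mice that ate chow or a diet with 0.5% norUDCA for 1 week at the age of 13 weeks. NorUDCA, norursodeoxycholic acid, is a bile acid with the ring structure of ursodeoxycholic acid and a shortened side chain. Each diet had 6 libraries, chow replicates 2, 3, 7, 8, 16 and 17 and norUDCA replicates 9, 10, 11, 12, 13 and 20. The labels do not say that the libraries came from separate animals, so the p of a gene, a library measure or fry measures the spread between libraries. Camera's p instead compares the members of a list with the other tested genes. Total counts ran from 12209706 to 13715026 in the chow libraries and from 14065837 to 15342922 in the norUDCA libraries. Every norUDCA total exceeded every chow total (n = 6 each; exact permutation p = 0.00216, adjusted p = 0.00361 over 5 library measures), and 0.00216 is the smallest p that 924 regroupings can give. The 50 most abundant genes took 37.0 ± 1.5004% of the counts under chow and 33.7 ± 1.11% under norUDCA (SD, n = 6; exact permutation p = 0.00216, adjusted p = 0.00361). The TMM factors also differed with the diet, at 0.949 ± 0.0218 under chow and 1.05 ± 0.0185 under norUDCA (SD, n = 6, exact permutation p = 0.00216, adjusted p = 0.00361). Every norUDCA factor exceeded every chow factor. Genes with at least 1 count numbered 17396 ± 76.4 and 17862 ± 324 (SD, n = 6; exact permutation p = 0.00866, adjusted p = 0.0108). The share of mitochondrially encoded counts was 5.63 ± 0.805% and 5.18 ± 0.466% (SD, n = 6; exact permutation p = 0.255). The first principal component of log2 CPM held 36.3% of the variance and put all chow libraries below all norUDCA libraries.

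The comparison asked which liver transcripts differ between mice on chow and mice on norUDCA. Under norUDCA 18 of 25 tested NRF2 and glutathione genes and 16 of 21 genes responsive to the xenobiotic receptors PXR and CAR rose. The glutathione transferase gene Gstm3 rose 30.5-fold, from 51.0 ± 10.4 to 1556 ± 447 CPM, and Cyp3a11, the major drug-inducible P450 of mouse liver, rose 7.26-fold, from 2094 ± 545 to 15213 ± 1338 CPM (SD, n = 6 each). The bile acid and organic anion carriers Slco1a4 and Abcc3 rose 7.37-fold and 3.97-fold. All 17 tested major urinary protein genes fell, as did 14 of 18 male-biased genes and 15 of 24 acute-phase genes. Cyp7b1, the oxysterol 7-alpha-hydroxylase of the alternative bile acid pathway, fell from 569 ± 167 to 191 ± 51.5 CPM (SD, n = 6), whereas Cyp7a1, the rate-limiting enzyme of the classical pathway, did not pass the test.

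In edgeR's quasi-likelihood test 1900 of 12378 genes (15.3%) changed at a Benjamini-Hochberg adjusted p under 0.05. Of these 833 were higher and 1067 lower under norUDCA, and 151 were higher and 216 lower by more than 2-fold. Among the called genes, 427 were higher and 487 lower with no overlap between the libraries of the diets. Such a gap occurred in 948 (7.66%) of the tested genes, against 0.216% by chance. The split between higher and lower rested on the scaling. The called genes were 43.8% higher with TMM and 81.2% higher (2434 higher, 565 lower) with scaling by total counts, which moved the median of all genes by 0.15 log2.

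**Figure D1:**
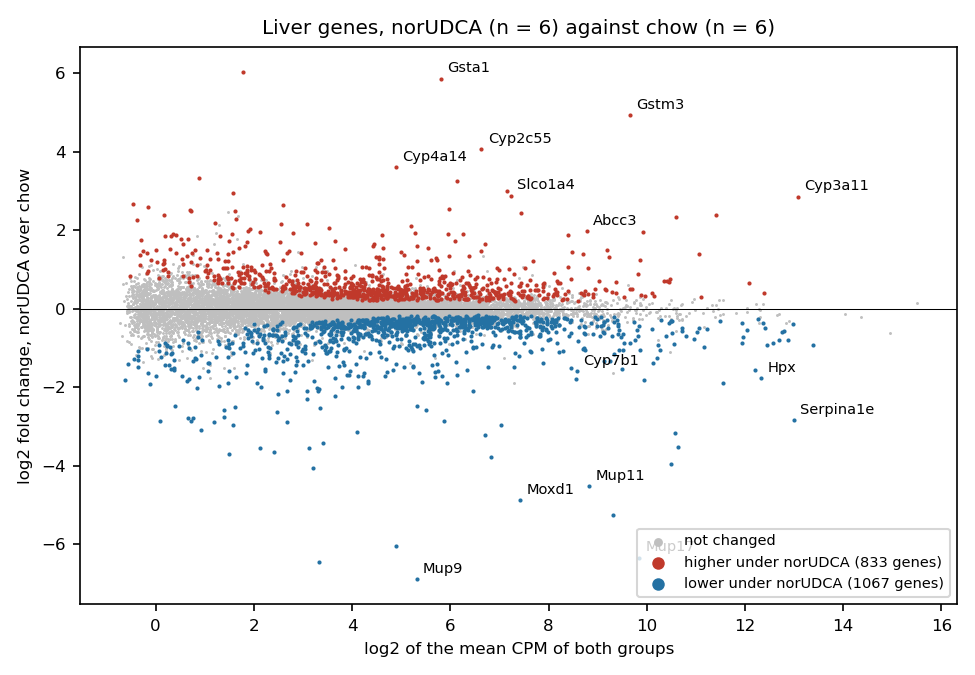
Log2 fold change (norUDCA over chow) of each tested liver gene against the log2 of its mean CPM, with 833 higher genes in red, 1067 lower genes in blue and genes that did not pass the test in grey. Gstm3 and Gsta1 lie highest among the labelled genes, and Mup9 and Mup17 lie lowest.

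Of the genes responsive to PXR and CAR most rose. Of 21 tested members 16 rose and 0 fell, and 19 rose when adjusted over the list alone (camera, adjusted p = 8.17e-18 at the preset correlation, adjusted p = 0.0356 with an estimated correlation). Cyp3a11 (ENSMUSG00000056035, chromosome 5, 145854426 to 145879964) had a log2 fold change of 2.86 ± 0.17 (SE, adjusted p = 8.86e-08). Its neighbour Cyp3a59 (ENSMUSG00000061292, chromosome 5, 146079258 to 146113285) rose 7.94-fold, from 32.0 ± 7.41 to 254 ± 39.2 CPM (SD, n = 6; adjusted p = 9.71e-09). Cyp2c55 (ENSMUSG00000025002, chromosome 19, 39007019 to 39042693) rose 16.7-fold, from 11.2 ± 2.98 to 188 ± 42.4 CPM, and the carboxylesterase Ces2a rose 3.91-fold (adjusted p = 6.58e-07). In each of these 4 genes all norUDCA libraries lay above all chow libraries. Cyp2b10, the usual CAR target, had 57.3 ± 44.8 CPM under chow and 146 ± 53.9 CPM under norUDCA (SD, n = 6) with no overlap between the libraries, yet did not pass the test (log2 fold change 1.35 ± 0.57 SE, adjusted p = 0.128). It passed in no alternative, and came nearest with limma-voom (log2 fold change 2.09, adjusted p = 0.0504).

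Across all cytochrome P450 genes 17 of 61 rose and 6 fell, and 19 and 8 did so when adjusted over the list alone (camera, adjusted p = 0.434 with an estimated correlation). The lower members were led by Cyp2d40, which fell from 76.7 ± 10.5 to 29.2 ± 3.98 CPM (SD, n = 6; adjusted p = 1.36e-06). Of 26 tested UDP-glucuronosyltransferase and sulfotransferase genes 13 rose and 4 fell, and 15 and 4 when adjusted over the list alone (adjusted p = 0.545 with an estimated correlation). Ugt1a5 rose 2.71-fold (adjusted p = 0.000404). Papss2, which makes the sulfate donor, rose 1.47-fold (adjusted p = 0.000487). Ugt2b37 fell from 4.02 ± 2.01 to 0.535 ± 0.219 CPM (SD, n = 6; adjusted p = 0.000266), and Ugt2b38, Sult5a1 and the gene listed as 2810007J24Rik also fell.

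Glutathione transferase genes held the top of the named genes. Of 25 tested NRF2 and glutathione genes 18 rose and 1, Gstp1, fell, and 19 rose and 1 fell when adjusted over the list alone (camera, adjusted p = 1.15e-14 at the preset correlation, adjusted p = 0.0550 with an estimated correlation). Gsta1 (ENSMUSG00000074183, chromosome 9, 78230656 to 78242684) rose 58.3-fold, from 1.89 ± 0.872 to 111 ± 36.1 CPM (SD, n = 6; adjusted p = 9.71e-09). Gstm3 (ENSMUSG00000004038, chromosome 3, 107963696 to 107969283) had a log2 fold change of 4.93 ± 0.21 (SE, adjusted p = 4.83e-09), the smallest p of all tested genes. The abundant Gstm1 rose 5.23-fold, from 870 ± 103 to 4546 ± 559 CPM (SD, n = 6), and Gstm2 and Gsta2 rose 5.40-fold and 9.63-fold. In all 5 genes the libraries of the diets did not overlap. Gstp1 is also counted among the male-biased genes.

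Of 16 tested transporters of bile acids, phospholipids and organic anions 6 rose and 2 fell, and 8 and 2 when adjusted over the list alone (camera, adjusted p = 0.00759 at the preset correlation, adjusted p = 0.297 with an estimated correlation). With scaling by total counts 10 rose and 2 fell. Slco1a4 (ENSMUSG00000030237, chromosome 6, 141805440 to 141856199), a sinusoidal uptake carrier, rose from 35.9 ± 12.6 to 265 ± 15.96 CPM (SD, n = 6; adjusted p = 1.14e-06). Abcc3 (ENSMUSG00000020865, chromosome 11, 94343295 to 94392997), a basolateral exporter of conjugates, rose from 177 ± 60.3 to 704 ± 60.3 CPM (SD, n = 6; adjusted p = 1.76e-05). Abcb1a rose 3.85-fold from 1.80 ± 0.286 CPM, and Abcc4, a further basolateral exporter, rose 2.09-fold from 1.88 ± 0.577 CPM (SD, n = 6; adjusted p = 0.0111). Slc10a1, the sodium-dependent bile acid uptake carrier, rose 1.39-fold (adjusted p = 0.0102). Atp8b1, a phospholipid flippase of the canalicular membrane, fell from 58.5 ± 9.12 to 37.2 ± 4.01 CPM (SD, n = 6; adjusted p = 0.000827), and Slco1a1 fell too.

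Among the canalicular exporters Abcc2 rose 1.26-fold (log2 fold change 0.33 ± 0.10 SE, adjusted p = 0.0399), but its adjusted p was 0.0532 to 0.0709 without chow 2, 3, 7, 8 or 17 or without norUDCA 9, 10 or 11. The bile salt export pump Abcb11 had 637 ± 60.03 and 757 ± 58.9 CPM (SD, n = 6; log2 fold change 0.25, adjusted p = 0.0546). Abcb11 passed with scaling by upper quartile (adjusted p = 0.0424), by total counts (adjusted p = 0.00717) or without the 50 most abundant genes (adjusted p = 0.0493). It also passed with DESeq2 (adjusted p = 0.0133), limma-voom (adjusted p = 0.0482), limma-voom with sample weights (adjusted p = 0.0488) and without norUDCA 9 (adjusted p = 0.0342). The phospholipid exporter Abcb4 had 270 ± 29.3 and 231 ± 31.6 CPM (SD, n = 6; log2 fold change -0.22, adjusted p = 0.148). Slc51b, a subunit of the basolateral bile acid exporter, had 1 to 5 counts per chow library and 0 to 2 per norUDCA library and was removed by the filter on low counts. Without that filter its log2 fold change was -1.75 (edgeR, adjusted p = 0.196).

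Among all Slc and Slco genes 22 of 232 rose and 46 fell, but 48 rose and 29 fell with scaling by total counts, so the balance turned with the scaling. Adjusted over the list alone 30 rose and 51 fell, and camera gave no call (adjusted p = 0.241). Slc22a7, an organic anion transporter, fell from 79.8 ± 14.8 to 23.8 ± 3.96 CPM (SD, n = 6; adjusted p = 2.66e-06). Slc48a1, a haem transporter, rose 1.98-fold and Slc16a7, a monocarboxylate carrier, 3.02-fold. Of 39 ABC transporter genes 8 rose and 5 fell, and 10 and 5 when adjusted over the list alone (camera, adjusted p = 0.366; fry, adjusted p = 0.0378), while 13 rose and 3 fell with scaling by total counts. The peroxisomal transporter Abcd2 rose 6.23-fold from 1.64 ± 0.967 CPM (SD, n = 6; adjusted p = 0.000879). Abca3 fell 0.47 log2 (SE 0.067, adjusted p = 0.000352), and Abca1, Abca7, Abcb10 and Abce1 were the other lower members. Abce1 lost its call without chow 2, 7 or 16 or without norUDCA 9, 10, 11, 12, 13 or 20 (adjusted p = 0.0547 to 0.104). With all libraries Abce1 lost it with scaling by upper quartile (adjusted p = 0.0670) and without the filter on low counts (adjusted p = 0.126). Scaling by total counts removed the calls of Abce1 (adjusted p = 0.502) and Abcb10 (adjusted p = 0.124). Of 64 genes of Atp-prefixed pumps and ATP synthase subunits 2 rose and 10 fell, while 11 rose and 6 fell with scaling by total counts. Adjusted over the list alone the counts were also 2 and 10 (camera, adjusted p = 0.154; fry, adjusted p = 0.00512). Atp2a2, the calcium pump of the endoplasmic reticulum, fell from 373 ± 41.2 to 205 ± 20.9 CPM, and Atp6v0d2 rose from 1.74 ± 0.932 to 5.31 ± 0.895 CPM (SD, n = 6), the copper pump Atp7b being the other member that rose.

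**Figure D2:**
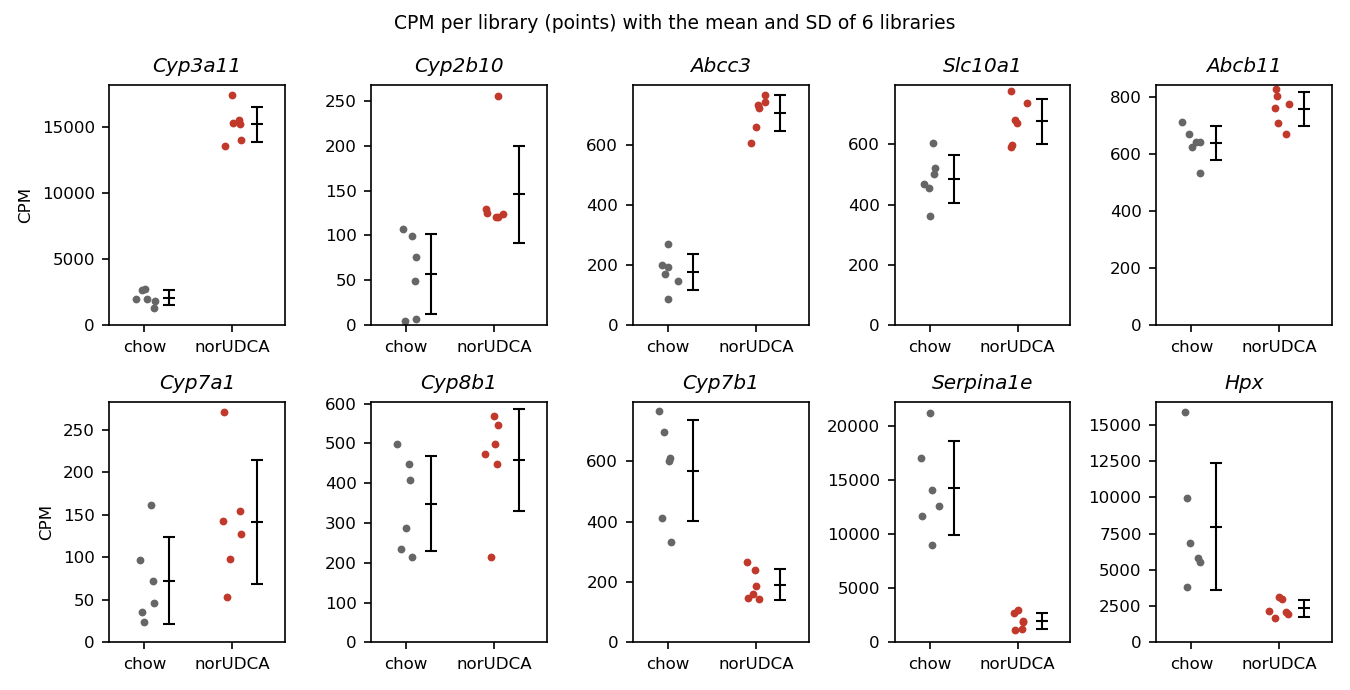
CPM per library (points) of 10 liver genes under chow and norUDCA, with the mean and SD of 6 libraries beside the points. Cyp3a11, Abcc3 and Cyp2b10 show no overlap between the diets, and Cyp7a1, Cyp8b1 and Abcb11 overlap.

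Bile acid synthesis did not move as a group. Of 18 tested genes of bile acid synthesis and conjugation 1 rose and 3 fell, and the same numbers held when adjusted over the list alone (camera, adjusted p = 0.465), while 2 rose and 3 fell with scaling by total counts. Without chow 17 or without norUDCA 13, 2 rose. Cyp7b1 (ENSMUSG00000039519, chromosome 3, 18071950 to 18243338) had a log2 fold change of -1.58 ± 0.21 (SE, adjusted p = 0.000243). Cyp2c70, the murine enzyme of muricholic acid formation, fell from 931 ± 204 to 447 ± 84.4 CPM (SD, n = 6; adjusted p = 0.000524), and the peroxisomal thiolase gene Scp2 fell from 4955 ± 174 to 3028 ± 293 CPM (SD, n = 6; adjusted p = 7.33e-05). Akr1d1, the steroid 5-beta-reductase, rose 2.06-fold (adjusted p = 0.00130). Cyp7a1 had 72.7 ± 50.8 and 141 ± 73.0 CPM (SD, n = 6; log2 fold change 0.96, adjusted p = 0.149), and without chow 17 it passed (log2 fold change 1.36, adjusted p = 0.0354). Cyp8b1, which makes cholic acid, had 349 ± 119 and 458 ± 128 CPM (SD, n = 6; adjusted p = 0.305), and Cyp27a1 had 760 ± 55.3 and 794 ± 52.5 CPM (adjusted p = 0.612).

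Of 12 tested bile acid sensors and feedback regulators 2 rose and 1 fell, and 3 and 1 when adjusted over the list alone (camera, adjusted p = 0.334; fry, adjusted p = 0.0252), while 4 rose and 0 fell with scaling by total counts. The gene of CAR, Nr1i3 (ENSMUSG00000005677, chromosome 1, 171213970 to 171220701), rose from 35.3 ± 6.16 to 90.3 ± 8.60 CPM (SD, n = 6; adjusted p = 2.37e-06). Nr1h4, which encodes the bile acid receptor FXR, rose 1.38-fold (adjusted p = 0.00425). Hnf4a fell by 0.28 log2 (SE 0.070, adjusted p = 0.0140), but lost the call with scaling by total counts (log2 fold change -0.13, adjusted p = 0.204). Nr0b2, the FXR target SHP, had 14.1 ± 6.87 and 12.2 ± 5.10 CPM (SD, n = 6; log2 fold change -0.22, adjusted p = 0.667) and reached a log2 fold change of 0.04 without chow 16 (adjusted p = 0.938).

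The major urinary proteins are pheromone carriers that male mouse liver secretes in bulk. All 17 tested Mup genes fell, over all genes and adjusted over the list alone (camera, adjusted p = 1.12e-24 at the preset correlation, adjusted p = 0.0356 with an estimated correlation). Mup genes lie on chromosome 4 as near copies whose reads can be assigned to one another, so the value of any single member is uncertain. The summed abundance of the 17 genes was 21719 ± 4226 CPM under chow and 7328 ± 680 CPM under norUDCA (SD, n = 6), with chow libraries from 17060 to 28011 and norUDCA libraries from 6232 to 8237. Mup7 fell from 2735 ± 694 to 308 ± 129 CPM, Mup11 from 872 ± 386 to 38.2 ± 14.5 CPM, Mup14 from 103 ± 26.3 to 14.2 ± 4.16 CPM and Mup17 from 1822 ± 1161 to 22.5 ± 6.42 CPM (SD, n = 6). Mup9, Mup15, Mup16, Mup18, Mup8 and the pseudogene Mup-ps20 were, with Mup11 and Mup17, among the 10 named genes with the lowest log2 fold change. The other 2 of those were Moxd1, which fell from 331 ± 170 to 11.4 ± 15.7 CPM (SD, n = 6; adjusted p = 0.00287), and the crystallin gene Crybb3 (adjusted p = 0.00210). Without norUDCA 11 the norUDCA mean of Moxd1 was 6.73 CPM and its log2 fold change moved from -4.87 to -5.63, and it was -6.78 with limma-voom and -6.67 with sample weights. The log2 fold change of Crybb3 moved from -3.64 to -2.71 without chow 2, and was -2.93 with limma-voom and sample weights and -2.89 with 1 surrogate variable.

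Of 18 tested male-biased liver genes 14 fell and 0 rose, and 15 fell when adjusted over the list alone (camera, adjusted p = 2.86e-12 at the preset correlation, adjusted p = 0.0356 with an estimated correlation). The list shares 2 members with the Mup genes and 5 with the cytochrome P450 genes. Cyp7b1, Slco1a1, Ugt2b38 and Gstp1 are also counted in the bile acid synthesis, transporter, glucuronosyltransferase and glutathione lists, in that order. Their falls are thus counted more than once here. Serpina1e (ENSMUSG00000072849, chromosome 12, 103946931 to 103958975) fell from 14302 ± 4331 to 2001 ± 766 CPM (SD, n = 6; adjusted p = 1.31e-05). Mup20 fell from 4728 ± 1295 to 1285 ± 287 CPM, Nudt7 2.52-fold from 805 ± 99.3 CPM and Serpina12 from 121 ± 16.9 to 41.0 ± 12.4 CPM (SD, n = 6). Of the female-biased genes only 6 of 21 were abundant enough to test, which makes that list a weak readout. Fmo2 rose 3.22-fold (adjusted p = 0.000270) and Cyp17a1 fell from 10.3 ± 3.41 to 2.92 ± 0.534 CPM (SD, n = 6; adjusted p = 0.000182), and these were also the 2 calls adjusted over the list alone (camera, adjusted p = 0.739).

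**Figure D3:**
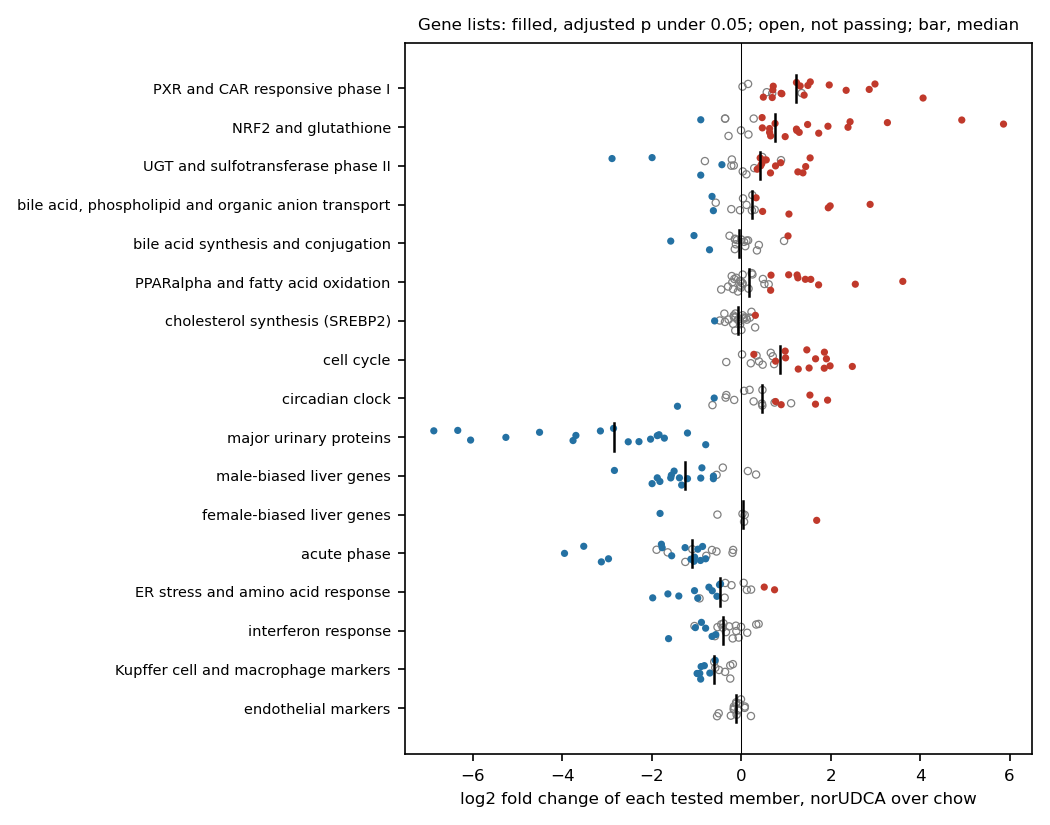
Log2 fold change (norUDCA over chow) of each tested member of 17 gene lists, with filled points for members at adjusted p under 0.05, open points for the others and a bar at the list's median. The PXR and CAR list has its median at 1.23 and the major urinary proteins at -2.86.

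Part of the fatty acid oxidation program rose. Of 31 tested PPAR-alpha and fatty acid oxidation genes 10 rose and 0 fell (1 fell without chow 3), and 11 rose when adjusted over the list alone (camera, adjusted p = 0.00643 at the preset correlation, adjusted p = 0.640 with an estimated correlation, adjusted p = 0.143 with fry). Cyp4a14 (ENSMUSG00000028715, chromosome 4, 115486200 to 115496142), a fatty acid omega-hydroxylase, rose 12.2-fold from 4.45 ± 3.11 to 54.9 ± 31.9 CPM (SD, n = 6; adjusted p = 0.000181). Ppara itself rose 1.59-fold, the fatty acid carrier Cd36 2.94-fold and the thioesterase Acot4 2.70-fold. None of 18 genes of fatty acid and triglyceride synthesis passed edgeR's test, over all genes or adjusted over the list alone. In that list 2 genes had an unadjusted p under 0.05, DESeq2 and limma-voom each called 1, and 4 rose with scaling by total counts (camera, adjusted p = 0.336, and adjusted p = 0.0239 without chow 3). Without chow 3, 3 of them rose and 1 fell, and 1 fell without chow 7 or chow 8. Nebl, named for its place among the 10 highest genes, rose from 0.682 ± 0.118 to 5.29 ± 1.86 CPM (SD, n = 6; adjusted p = 8.22e-06).

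Many acute-phase genes, whose products the liver secretes during inflammation, were lower under norUDCA. Of 24 tested members 15 fell and 0 rose, and 19 fell when adjusted over the list alone (camera, adjusted p = 3.89e-09 at the preset correlation, adjusted p = 0.434 with an estimated correlation). Hpx (ENSMUSG00000030895, chromosome 7, 105591613 to 105600116), the haem-binding hemopexin, fell from 7979 ± 4370 to 2341 ± 582 CPM (SD, n = 6; adjusted p = 0.00118). Haptoglobin, Hp, fell from 7070 ± 3977 to 2402 ± 739 CPM, Itih3 from 1677 ± 650 to 702 ± 183 CPM and the serum amyloid gene Saa3 from 31.0 ± 36.4 to 3.53 ± 1.52 CPM (SD, n = 6). The chow libraries differed widely, with list means of 2.01 and 1.24 log2 above the mean of all libraries in chow 2 and chow 7 and -0.22 in chow 16. The diets overlapped in this mean. NorUDCA 13, at 0.11, lay above chow 3 (0.07) and chow 16, and norUDCA 10, at -0.01, lay above chow 16. The other norUDCA libraries lay below every chow library. Without chow 2, 13 members fell, and the chow mean of Saa3 was 16.4 CPM, with its log2 fold change moving from -3.13 to -2.21. With limma-voom and sample weights Saa3 had a log2 fold change of -2.41, and with 1 surrogate variable -2.40.

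Of 19 tested genes of secreted hepatocyte proteins 9 fell and 1, Apoa2, rose, and 10 and 1 when adjusted over the list alone (camera, adjusted p = 0.0356 with an estimated correlation). The 9 became 5 without chow 7, without chow 8 or without norUDCA 10, 11, 12 or 13, and with scaling by total counts. Apoa2 lost its call without chow 2, 7, 8 or 16 or without norUDCA 10, 11, 12, 13 or 20 (adjusted p = 0.0533 to 0.0986). Serpina1a fell from 2516 ± 198 to 1674 ± 117 CPM, Ahsg from 8310 ± 829 to 5566 ± 413 CPM and the apolipoprotein gene Apoa1 from 8449 ± 971 to 5755 ± 695 CPM (SD, n = 6; adjusted p = 0.00357). Of 19 genes of endoplasmic reticulum stress and amino acid response 10 fell and 2, Trib3 and Herpud1, rose, and 14 and 2 when adjusted over the list alone (adjusted p = 0.178 with an estimated correlation). Only Trib3 rose without chow 7 or without norUDCA 11, 12 or 20, where Herpud1 had an adjusted p of 0.0516 to 0.0688. The chaperone genes Sdf2l1 and Calr fell 2.63-fold and 1.46-fold, and Edem1, of the degradation of misfolded proteins, fell 1.40-fold (adjusted p = 0.000779).

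Part of the macrophage and inflammatory transcripts fell. Of 15 tested Kupffer cell and macrophage markers 8 fell and 0 rose, and 9 fell when adjusted over the list alone (camera, adjusted p = 0.463 with an estimated correlation). The 8 became 3 without chow 7, 4 without chow 8 or norUDCA 9, 12 or 20, and 5 without chow 16 or norUDCA 10 or 11, as well as with scaling by total counts, and the fits without 1 library ranged from 3 to 11. The 11 came without norUDCA 13, whose list mean lay 0.36 log2 above the mean of all libraries, against -0.90 to -0.25 in the other norUDCA libraries. Vsig4 fell from 13.8 ± 5.51 to 7.02 ± 1.54 CPM and Emr1, the F4/80 antigen gene, from 8.81 ± 2.37 to 4.72 ± 1.55 CPM (SD, n = 6; adjusted p = 0.0144). The 3 tested neutrophil markers, S100a8, S100a9 and Csf3r, fell, also when adjusted over the list alone, but none was called without chow 7, 8, 16 or 17 or without norUDCA 9, 10, 11 or 20. Of 13 inflammatory cytokine and adhesion genes 5 fell and 0 rose, and 6 fell when adjusted over the list alone (adjusted p = 0.187 with an estimated correlation). The 5 became 3 without norUDCA 9, 10, 13 or 20. They were Icam1, Tnfaip3, Cxcl16, the early response gene Egr1, which fell 1.58 log2, and the chemokine gene Cxcl14. Icam1 lost its call without chow 2 or without norUDCA 9, 10, 13 or 20 (adjusted p = 0.0550 to 0.0718), and Tnfaip3 without chow 3 or without norUDCA 9, 10, 11, 12, 13 or 20 (adjusted p = 0.0554 to 0.0869). Cxcl14 had 17.4 ± 27.7 and 1.03 ± 0.701 CPM (SD, n = 6; log2 fold change -4.06, adjusted p = 0.00777), but without chow 2 its chow mean was 6.27 CPM and its log2 fold change -2.59 (adjusted p = 0.00798). It was not called by limma-voom (log2 fold change -3.04, adjusted p = 0.0997) or with sample weights (log2 fold change -2.80, adjusted p = 0.0582), and its log2 fold change was -2.92 with 1 surrogate variable. Of 22 interferon response genes 6 fell and 0 rose, and 8 fell when adjusted over the list alone (adjusted p = 0.561 with an estimated correlation, adjusted p = 0.0988 with fry). Without norUDCA 13, whose list mean was the highest of all libraries, 11 fell. Mx1 and Rsad2 fell 3.09-fold and 2.04-fold. None of 16 endothelial markers and none of 9 dendritic cell and MHC class II genes passed edgeR's test, over all genes or adjusted over the list alone. Unadjusted p values were under 0.05 for 1 endothelial marker and 0 of the others, and DESeq2 and limma-voom called 0 of both, with 1 endothelial marker called by limma-voom with sample weights. Without norUDCA 12, 1 endothelial marker fell, and without norUDCA 13, 1 of the others.

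**Figure D4:**
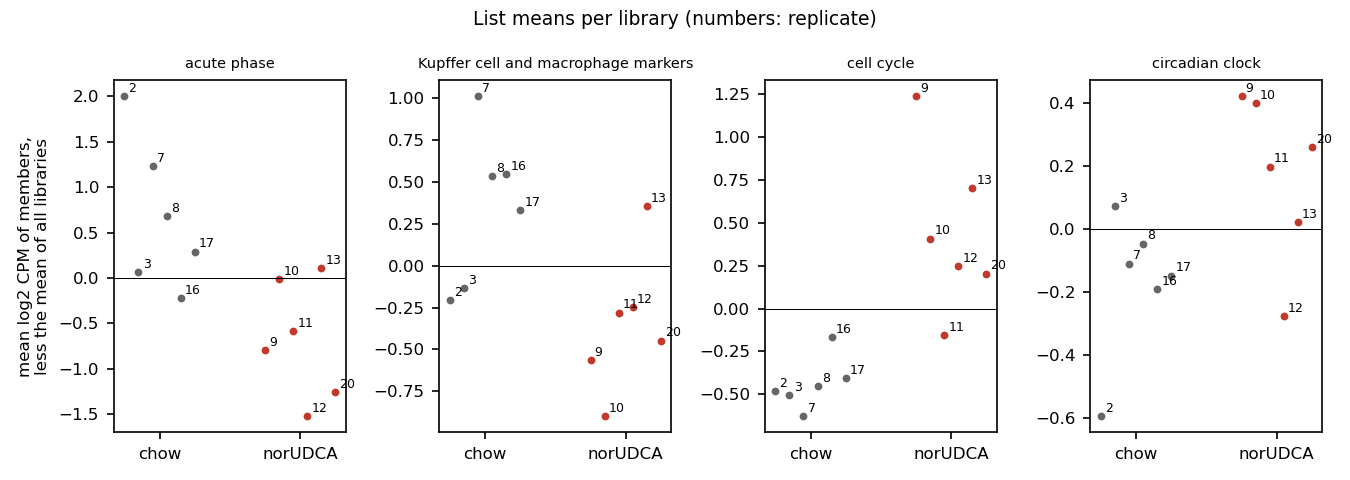
Mean log2 CPM of the tested members of 4 gene lists in each library, less the mean over all libraries, with chow in grey, norUDCA in red and the replicate number beside each point. Chow 2 is the highest library for the acute-phase genes (2.01) and the lowest for the circadian genes (-0.59).

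Many cell cycle genes rose, the named ones from a low level. Of 22 tested members 13 rose and 0 fell, and 18 rose when adjusted over the list alone (camera, adjusted p = 2.68e-08 at the preset correlation, adjusted p = 0.280 with an estimated correlation). The replication helicase gene Mcm6 rose from 3.48 ± 0.390 to 9.65 ± 3.44 CPM, and the mitotic genes Cdc20 and Ccnb2 rose from 0.490 ± 0.294 to 2.80 ± 1.99 and from 0.535 ± 0.195 to 2.03 ± 1.26 CPM (SD, n = 6). The list mean was highest in norUDCA 9, 1.24 log2 above the mean of all libraries, while norUDCA 11 was at -0.16. Of 19 tested circadian clock genes 5 rose and 2 fell, and 8 and 3 when adjusted over the list alone (camera, adjusted p = 0.163, and adjusted p = 0.0499999 without norUDCA 12). With scaling by total counts 9 rose and 2 fell. Dbp, a clock output factor, rose from 16.1 ± 7.29 to 61.2 ± 26.1 CPM (SD, n = 6; adjusted p = 0.00270), and Per3, Tef and Usp2 were among the others that rose. Nfil3, which opposes Dbp, fell from 71.9 ± 12.1 to 26.7 ± 4.82 CPM (SD, n = 6; adjusted p = 1.25e-05), and Clock fell 1.52-fold (adjusted p = 0.00108).

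Camera at the preset correlation called 19 of 41 lists, and 4 with an estimated correlation, which were the PXR and CAR genes, the major urinary proteins, the male-biased genes and the secreted hepatocyte proteins. The directional test fry called 20. At the preset correlation 13 of 100 splits of the libraries, the real one included, gave at least 19 lists.

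The authors' deposited table of the same comparison lists 2319 genes, 1087 higher and 1232 lower under norUDCA. Of these 2205 were among the genes tested here, 1889 were called in both, and all 1889 had the same direction. Both comparisons used the same counts, so this overlap is no independent support for the changes. The log2 fold changes of the 2205 genes had a Pearson r of 0.968 across genes, which are not independent replicates. Of the 1900 genes called here 11 were absent from the authors' list, and DESeq2 run here called 2325 genes, among them all 2205.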

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

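The test of hepatocyte RNA was chosen after the result was seen, and the test without chow 2 before it. A library counted as apart when its gap to the nearest library of its group took a larger part of the group's range than Dixon's 95% critical value for 6 allows, for a named gene on the log2 CPM scale. Of 216 groups of 6 libraries 13 had a library apart, and chance gives about 1 in 20. Chow 2 was the library apart in 7 of them, norUDCA 13 in 3, norUDCA 20 in 2 and norUDCA 10 in 1.

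In chow 2 the 50 most abundant genes took 39.9% of the counts, against 36.1 to 37.3% in the other chow libraries (gap 0.680 of the range). Its mitochondrially encoded share was 4.13%, against 5.61 to 6.41% (gap 0.649). Ces2a had 244 CPM in chow 2 and 398 to 470 CPM in the other chow libraries (gap 0.747). Gsta2 had 2.76 CPM there against 10.4 to 21.4 CPM (gap 0.643), Papss2 148 against 185 to 209 CPM (gap 0.644) and Scp2 4631 against 4938 to 5108 CPM (gap 0.654). Atp6v0d2 was higher in chow 2, at 3.59 CPM against 1.11 to 1.56 CPM (gap 0.719).

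In norUDCA 13 Cyp2b10 had 256 CPM, against 120 to 129 CPM in the other norUDCA libraries (gap 0.905). Cyp8b1 had 214 CPM there against 448 to 569 CPM (gap 0.754), and Sdf2l1 25.7 against 13.4 to 16.4 CPM (gap 0.695). In norUDCA 20 Cd36 had 127 CPM against 53.5 to 64.3 CPM (gap 0.787) and Nfil3 17.9 against 26.0 to 32.5 CPM (gap 0.6254). Vsig4 had 4.15 CPM in norUDCA 10 and 6.96 to 8.76 CPM in the other norUDCA libraries (gap 0.690).

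Of 24 tested acute-phase genes 15 fell under norUDCA, while the list as a group was not called by camera with an estimated correlation (adjusted p = 0.434), and chow 2 had the highest acute-phase mean. Without chow 2, 13 members fell, all of them among the 15 called with all libraries. This argues against that single chow library with very high acute-phase expression as the whole cause. A joint effect of chow 2 and chow 7, the 2 chow libraries with the highest list means, is not addressed by that fit. A lower share of hepatocyte RNA is also argued against as the whole cause. Secreted hepatocyte proteins outside the acute-phase list had a median log2 fold change of -0.23, against -1.11 for the acute-phase genes. A partial contribution stays open, since 9 of 19 genes of secreted hepatocyte proteins fell and TMM scaling can hide a shift shared by most genes. A biological difference in inflammatory state between the diets was not tested and stays open.

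A deposited table of the authors covers data that the comparison above does not use, a norUDCA and chow comparison in a group named KF that the labels do not define. It lists 37 Slc and Slco genes, 18 with a positive and 19 with a negative log2 fold change, without saying which diet is over which. Of these 22 are among the 79 such genes of the authors' wild-type table, all 22 with the same sign as deposited, or the opposite direction if the KF table is of chow over norUDCA, and 14 with the larger absolute value in wild type. For Slco1a4 the authors' deposited table gives a log2 fold change of 1.49 in KF and 2.56 in wild type. The difference between the groups was not tested.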

How the results depend on the processing

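Thinning to equal depth was chosen after the data were seen; it gave 823 higher and 1035 lower genes, and 1777 of the 1900 called genes remained called. The counts of higher and lower genes, over 2-fold or not, stayed within 1.5 times their value in all alternatives except scaling by total counts. The overlap with the authors' list was 1889 genes, and 2205 with DESeq2, the only alternative run for it. Scaling by total counts gave 2434 higher and 565 lower genes, and 228 higher over 2-fold, with 1398 of the 1900 genes remaining called. Its factors leave out the composition that TMM corrects. In every other setting with all libraries 1408 of the 1900 remained called, and 1200 in each fit without 1 library. Leaving out 1 library gave 622 to 899 higher and 773 to 1083 lower genes, 146 to 184 and 175 to 252 over 2-fold, and 19 to 20 lists. Camera with an estimated correlation called 4 lists in place of 19, and the reason for this drop was not tested. Of 103 named genes with a test 98 kept direction and call in each setting with all libraries, and 99 in each fit without 1 library. Of 41 lists 15 lost and 5 gained a call in some setting with all libraries, and 3 gained one without 1 library. Nr0b2 (log2 fold change -0.22 with all libraries) ranged from -0.4661 to 0.0447 without 1 library, the positive value without chow 16, at adjusted p of 0.282 to 0.938 over its alternatives. The cause was not tested. No paired analysis was possible because the groups share no replicate numbers. Depth limits genes such as Slc51b, with 0 to 5 counts per library.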

Other observations

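Members of further lists also passed the test. Of 31 tested proteasome subunits 7 rose and 2, Psmd8 and Psmd13, fell, and 10 and 2 when adjusted over the list alone (camera, adjusted p = 0.605 with an estimated correlation). Without norUDCA 9, 12 rose, and 24 rose with scaling by total counts. Psmd11 rose 1.28-fold (adjusted p = 0.00353). Of 12 mitochondrially encoded genes 6 fell and 0 rose, and 9 fell when adjusted over the list alone (adjusted p = 0.291 with an estimated correlation), while none of 86 nuclear genes of oxidative phosphorylation passed edgeR's test. Of those, 6 had an unadjusted p under 0.05, 0 were called by DESeq2 or limma-voom, and 16 rose with scaling by total counts (camera, adjusted p = 0.0347, against 0.465 with TMM), and 1 rose without norUDCA 9. The 6 mitochondrially encoded genes became 3 without chow 3, 7, 8 or 17 or without norUDCA 9, 10, 11 or 20, 3 with scaling by upper quartile or without the 50 most abundant genes, and 2 with scaling by total counts. The cytochrome oxidase genes mt-Co3 and mt-Co2 fell 1.35-fold and 1.31-fold. None of 79 cytoplasmic ribosomal protein genes passed edgeR's test, 6 had an unadjusted p under 0.05, DESeq2 called 1 and limma-voom 0, and 25 rose with scaling by total counts and 3 without norUDCA 9. Camera gave that list an adjusted p of 0.241, and 0.00285 with scaling by total counts and 0.000480 without norUDCA 9.

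Among markers of other liver cells, 3 of 14 stellate cell markers rose, Ecm1, Colec11 and Reln, and 5 when adjusted over the list alone (adjusted p = 0.434 with an estimated correlation), with 5 over all genes without chow 17 and 6 with scaling by total counts. Reln lost its call without chow 7 (adjusted p = 0.0546) or chow 8 (adjusted p = 0.0532). Of 10 tested cholangiocyte markers 2 fell, also when adjusted over the list alone (camera, adjusted p = 0.949). Sox9 fell from 6.65 ± 1.33 to 3.07 ± 0.954 CPM (SD, n = 6; adjusted p = 0.00249), and Spp1 fell 1.88-fold (adjusted p = 0.0198) but was not called by limma-voom (adjusted p = 0.0505). Cd4, 1 of 2 tested markers of T and NK cells, fell from 2.89 ± 0.453 to 0.392 ± 0.0759 CPM (SD, n = 6; adjusted p = 9.12e-07). Of 6 red blood cell transcripts Alas2 and Bpgm fell (adjusted p = 0.433 with an estimated correlation), and 1 fell without chow 8 or 16, without norUDCA 9, 10, 11, 12 or 13, or with scaling by total counts. Bpgm also lost its call with scaling by upper quartile (adjusted p = 0.0530) and without the filter on low counts (adjusted p = 0.0819). Single calls were Glul, of glutamine synthesis, which fell 1.36-fold (adjusted p = 0.0215) but not with scaling by total counts (adjusted p = 0.0711), the insulin-repressed Igfbp1, which fell 2.60-fold (adjusted p = 0.00405), and the cholesterol synthesis gene Hsd17b7, which fell 1.51-fold. Of the same list Tm7sf2 rose, but lost the call without chow 7 (adjusted p = 0.0594) or chow 8 (adjusted p = 0.0581), and 3 members rose without chow 2 and 2 fell without chow 3 or norUDCA 10. Igfbp1 was joined by 1 more lower gene of glucose metabolism without chow 2, while 3 rose without chow 3 and 1 without norUDCA 12, and Glul by 1 more of its list without chow 2, while 1 rose without norUDCA 13. Of 17 genes of bicarbonate, ion and water transport 4 rose, Aqp8 (2.04-fold), Car5a (1.62-fold), Aqp11 and Slc26a1, and Slc4a2 fell, though 0 fell with scaling by total counts or by upper quartile. Slc4a2 kept its call without chow 3 or 17, but lost it without chow 2, 7, 8 or 16 or without norUDCA 9, 10, 11, 12, 13 or 20 (adjusted p = 0.0503 to 0.101), as well as without the filter on low counts (adjusted p = 0.0909) and after thinning to equal depth (adjusted p = 0.0534). Slc26a1 lost its call without chow 2, 7 or 8 or without norUDCA 9, 10 or 11 (adjusted p = 0.0541 to 0.0743). Of 23 autophagy and lysosome genes 4 rose and 5 fell, but 6 rose and 2 fell with scaling by total counts, with Bnip3 up 1.49-fold and Ulk1 down 1.38-fold.

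Among the tests that follow, the test for one library out of phase was planned before the result was seen, and all others were chosen after it. The fall of the major urinary proteins was set against 3 explanations. Reads that only moved among the summed paralogs would leave the summed abundance unchanged, but it was 2.96-fold lower under norUDCA with no overlap between libraries. How reads shared with Mup genes outside the sum were counted is not given, so some effect of shared reads on the size of the fall stays open. An acute-phase response under norUDCA is argued against by the median log2 fold change of the acute-phase genes, -1.11. Of 6 tested female-biased genes 1 rose and 1 fell, and 15 were too low to test. The filter on low counts keeps a gene with enough counts in all 6 libraries of 1 diet. None of those 15 reached that level throughout the norUDCA libraries. These values show no broad rise of female-biased genes, but a partial shift to the female pattern of liver expression stays open. The fall of the major urinary proteins may be a biological effect of the diet on sex-biased expression, a hypothesis found and tested on the same data.

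Of 19 tested circadian genes 5 rose and 2 fell. The 17 tested members of known phase all had the sign of one phase shift, but the phases were assigned after the values were seen, so this number decides nothing. A different time of day at tissue collection stays open, since the labels give no collection time and a time that differed with the diet cannot be told apart from the diet itself. An effect of the diet on the clock or on feeding times was not tested. A single library out of phase with its group is argued against as the whole cause of these calls. The 7 members called with all libraries also passed in each fit without 1 library. These fits cannot show that every library was in phase with its group. The circadian list mean was -0.28 log2 in norUDCA 12 and -0.59 in chow 2, each the lowest of its diet.

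The 12 libraries were split into 6 and 6 in 100 ways drawn from 462, the real split among them. The real split gave 833 higher and 1067 lower genes, 151 and 216 over 2-fold, against at most 30, 30, 15 and 15 in the others. A split and its mirror were counted as 1, so the larger of the higher and lower counts of each split was taken, and without this the others gave at most 6 higher and 3 higher over 2-fold. Thus 1 of 100 splits, the real one, gave as large a result for each count, which is the smallest share these splits can give. That makes chance unlikely for these counts. The other splits mix libraries of both diets, so they do not address a cause that runs along with the diet. For gene lists at the preset correlation chance cannot be excluded, as 13 of 100 splits gave at least the real 19 and the highest other split gave 23. With an estimated correlation the real split gave 4 lists and the others 0, and with fry 20 against at most 3, so 1 of 100 splits reached each of these counts.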
